# Growth factor stimulation of cardiomyocytes induces changes in the transcriptional contents of secreted exosomes

**DOI:** 10.3402/jev.v2i0.20167

**Published:** 2013-05-17

**Authors:** Nina Gennebäck, Urban Hellman, Linus Malm, Göran Larsson, Gunnar Ronquist, Anders Waldenström, Stellan Mörner

**Keywords:** extracellular vesicles, exosomes, cardiomyocytes, growth factors, gene expression

## Abstract

Exosomes are nano-sized extracellular vesicles, released from various cells, which can stimulate or repress responses in targets cells. We recently reported that cultured cardiomyocytes are able to release exosomes and that they, in turn, are involved in facilitating events in target cells by alteration of gene expression. We investigated whether external stimuli of the cardiomyocyte might influence the transcriptional content of the released exosomes.

Exosomes were isolated from media collected from cultured cardiomyocytes (HL-1) with or without growth factor treatment (TGF-β2 and PDGF-BB), with a series of differential centrifugations, including preparative ultracentrifugation and separation with a sucrose gradient. The exosomes were characterized with dynamic light scattering (DLS), electron microscopy (EM) and Western blot and analyzed with Illumina whole genome microarray gene expression.

The exosomes were rounded in shape and had an average size of 50–90 nm in diameter with no difference between treatment groups. Analysis of the mRNA content in repeated experiments conclusively revealed 505 transcripts in the control group, 562 in the TGF-β2-treated group and 300 in the PDGF-BB-treated group. Common transcripts (217) were found in all 3 groups.

We show that the mode of stimulation of parental cells affects the characteristics of exosomes released. Hence, there is a difference in mRNA content between exosomes derived from cultured cardiomyocytes stimulated, or not stimulated, with growth factors. We also conclude that all exosomes contain a basic package consisting of ribosomal transcripts and mRNAs coding for proteins with functions within the energy supply system.

Exosomes are extracellular nano-sized vesicles, generated in multivesicular bodies (MVB) inside the cell and released via exocytosis by the fusion of MVB to the plasma membrane (1, 2). They have pleiotropic functions such as antigen presentation (3) and intercellular transfer of proteins (4) and nucleic acids (5–7). Accordingly, they are involved in cell-to-cell communication (8) and are released from a wide range of cells, for example, T-cells (9), tumour cells (10–12), mast cells (13), prostatic acinar cells (14) and neuronal cells (15). Exosomes from different cellular origins harbour a common set of molecules that are representative of their biogenesis, structure and trafficking commission. In addition, they contain cell-type specific components that correspond to the specific biological function of the parental cell.

In 2007, Gupta et al. were the first to show that cardiomyocytes release exosomes (16). They showed that heat shock proteins released from the heart could be found in cardiomyocyte exosomes. This finding opens up a new field in cardiology where exosomes are proposed as a new way of communication within the heart and between other organs. We recently demonstrated that cultured cardiomyocytes release exosomes containing DNA and RNA and that they, in turn, are involved in facilitating events in target cells by alteration of gene expression (7).

To further investigate our finding, the cultured cardiomyocytes were stimulated with growth factors and the RNA content of the released exosomes were studied to determine if the stimuli changed the RNA content or not, thereby proposing that the external milieu is reflected in differences in exosomal signalling. We have observed in studies on rat that TGF-β2 (transforming growth factor-β2) is highly involved in both chronic and acute hypertrophy (17). TGF-β2 was therefore a natural choice of growth factor. PDGF-BB (platelet-derived growth factor BB) was chosen as it belongs to another family of growth factors than TGF-β2 but has still been associated with cardiac hypertrophy.

TGF-β2 is a pleiotropic cytokine, meaning that it has an effect on many different types of cells, and is a member of the transforming growth factor family. TGF-β2 is also required for valve remodelling during cardiac development (18) and it has been demonstrated that TGF-β2 enhances the differentiation of cardiomyocytes from embryonic stem cells (19). In cardiac hypertrophy, TGF-β2 regulates cardiac remodelling (20) and alters the gene expression and thereby promotes the foetal gene programme (21).

Cardiomyocytes express 2 types of PDGF receptors to which PDGF-BB has affinity. PDGF-BB is known to promote hypertrophy and an anti-apoptotic effect in target cells (22, 23), and the expression of PDGF-BB rises as a response to stress and pressure overload (24).

In this study, we treated cultured cardiomyocytes with TGF-β2 and PDGF-BB, to study if the characteristics of the exosomes, including their possible messenger function, are affected by the external milieu of the cardiomyocytes.

## Materials and methods

### Cell culture

HL-1 is a cell line derived from adult mouse heart, displaying phenotypic features typical of adult cardiomyocytes (25). This cell line was acquired from Dr. W.C. Claycomb (Louisiana State University Medical Center, New Orleans, LA). Cardiomyocytes were grown in T-75 culture flasks coated with fibronectin (Sigma-Aldrich)-gelatin (Fisher Scientific) and maintained in Claycomb Medium (JRH. Biosciences) supplemented with ultracentrifuged 10% foetal bovine serum (JRH. Biosciences), 0.1 mM norepinephrine (Sigma-Aldrich) (in a solution of 30 mM ascorbic acid), 2 mM L-glutamine (Life Technologies), 100 U/mL penicillin and 100 µg/mL streptomycin (Life Technologies). During culture, the medium was changed every 24 h. The cells were passaged at confluence (approximately every third day) by trypsinization (Trypsin- EDTA, Life Technologies). All culture flasks were kept in an atmosphere of 95% air to 5% CO_2_, 37°C and at a relative humidity of approximately 95%.

### Pre-treatment of cells

In the treatment groups, the cells were stimulated with either TGF-β2 (10 ng/mL) and PDGF-BB (100 ng/mL; Biosource, Invitrogen) dissolved in serum-free and antibiotic-free media. Flasks with no growth factor addition were used as controls. After 23 h, the medium from each growth condition was collected and frozen before exosome isolation.

### Cell harvest

Cells were harvested with trypsin, after collection of the cell culture media, and washed twice with PBS (phosphate-buffered saline). They were again suspended in PBS and stored at −80°C. After lysation of the cell suspension with a lysis buffer, the protein concentration was measured with a BCA protein assay kit (Pierce Protein Biology Products, Rockford, IL, USA).

### Exosome isolation

Differential centrifugations were carried out of the collected cell culture media to obtain exosomes; centrifugation for 30 min at 2,000×*g* and 35 min at 10,000×*g*, after which the supernatant was filtered through a 0.22-µm filter. The exosomes were then pelleted by ultracentrifugation of the filtrate at 110,000×*g* for 2 h. Pellets were re-suspended in PBS. A sucrose gradient was prepared by 10 mL each of 40 and 20% sucrose, respectively. One mL of resuspended exosomes was loaded onto the top of the gradient, followed by immediate ultracentrifugation at 110,000×*g* for 2 h. After centrifugation, 2 mL fractions were collected from the band of the gradient. The fractions were washed with PBS and ultracentrifuged at 110,000×*g* for 2 h. The pellets were resuspended in PBS. All ultracentrifugations were performed using the L-90 Beckman centrifuge (Beckman Instruments, Inc., Fullerton, CA) and the SW-41 rotor (Beckman Instruments, Inc., Fullerton, CA) at 4°C.

### Western blot

Following lysation of isolated exosomes from 10 T75 culture flasks/group and cells with a lysis buffer, the protein concentration was measured with a BCA protein assay kit (Pierce Protein Biology Products, Rockford, IL) to establish that the same amount of protein was used in the analysis. The lysates of the exosome samples and the cell suspension were separated by 10% SDS-PAGE. Protein was transferred to a polyvinylidene difluoride membrane using a Bio-Rad Mini Transblot electrophoretic transfer cell, according to the manufacturer's protocol. The blot was blocked with 5% bovine serum albumin (BSA) in Tris-buffered saline (TBS) containing 0.1% (v/v) Tween 20 (TBST). Mouse monoclonal anti-TSG101 (abcam, UK), rabbit polyclonal anti-GRP78 (abcam, UK) and mouse monocolonal anti-CD63 (BD Pharmingen, USA) were used as primary antibodies in the different experiments according to the manufacturer's protocols. CD63 (a tetraspanin) is a common exosome marker (26), TSG101 (tumour susceptibility gene protein 101) is another exosome marker that is also present in cell suspension (26) and GRP78, a member of the heat shock protein family of molecular chaperons, is a protein associated with the endoplasmatic reticulum and cellular stress and found in apoptotic bodies (27). Polyclonal rabbit anti-mouse or anti-rabbit IgG-horseradish peroxidase (HRP) secondary antibodies (Dako, Denmark) were added for 1 h. After extensive washes with TBS, spots were detected using ECL Advance Western Blotting Detection Kit (GE Healthcare Life sciences, UK). All Western blot experimental results were scanned using Molecular Imager^®^ GelDoc™ (Biorad, CA).

### Dynamic light scattering size analysis of the exosomes

The exosome size/diameter was estimated by dynamic light scattering (DLS). The mean hydrodynamic diameter of exosomes was calculated by fitting a Gaussian function to the measured size distribution.

Prior to the DLS measurements, each exosome sample (4 controls, 4 TGF-β2 and 3 PDGF-BB-treated samples, the same samples used in the microarray analysis) was shaken at 4°C for 20 min to dissolve possible exosome aggregates. About 50 µL of each sample was added to a cuvette with a 10 mm path length. DLS measurements were conducted at 20°C using a Nano Zetasizer (Malvern Instruments Ltd., UK) operating at 633 nm and recording the back scattered light at an angle of 173°. The sample temperature was allowed to equilibrate for 10 min before each measurement. The light scattering was recorded for 200 s with 10 replicate measurements. DLS signal intensity was transformed to volume distribution [volume (%)], assuming a spherical shape of the exosomes, using the Dispersion Technology Software v.5.10 (Malvern Instruments Ltd., UK). The peak maximum of the Gaussian function was used to estimate exosome size. Gaussian fitting, mean value and standard deviation were calculated and compared using OriginPro 9.0.0 (OriginLab Corp, USA). Peak maximum of the Gaussian function was used to estimate exosome size. Outliers were detected and rejected by calculation of the Dixon's *Q* ratio, using p=0.05 (28).

### Electron microscopy

One pooled sample of exosomes, including isolated exosomes from 10 T75 culture flasks from each exosome group, that is, control, TGF-β2 treated and PDGF-BB treated, were, after isolation, washed 2 extra times with PBS at 110,000×*g* for 2 h to remove excess sucrose. Exosomes were then resuspended in 10 mM Tris-HCl buffer (pH 7.4) with 10 mM MgCl_2_, after which 4 µL of the suspension was allowed to adhere to Formvar-coated grids for 3 min at room temperature. The samples were negatively stained with 1% sodiumsilicotungstate. The sample grids were examined in a JEOL 1,230 TEM (JEOL Scandinavia local office, Sollentuna, Sweden) and digital images were captured by using a Gatan MSC 600CW (Gatan Inc., Abingdon, UK).

### RNA preparation

For each exosome sample (1 T75 culture flask), total RNA was isolated using the RNeasy Fibrous Tissue Kit (Qiagen AB Nordic, Sollentuna, Sweden). The concentrations of the RNA were measured in a NanoDrop ND-1,000 Spectrophotometer (NanoDrop Technologies Inc., Wilmington, DE). The integrity of the RNA was analyzed with a 2,100 Bioanalyser (Agilent Technologies Inc., Palo Alto, CA).

Total RNA was also isolated from the corresponding parental cells of each exosome sample. This was also done using the RNeasy Fibrous Tissue Kit (Qiagen AB Nordic, Sollentuna, Sweden). The concentration of the RNA was measured in a NanoDrop ND-1,000 Spectrophotometer (NanoDrop Technologies Inc., Wilmington, DE).

### Microarray gene expression

The Illumina Totalprep RNA Amplification Kit (Ambion, Carlsbad, CA) was used to convert aliquots of total RNA to biotinylated double-stranded cRNA for both the exosome RNA samples and the corresponding parental cell RNA samples. The biotinylated cRNA samples were hybridized to MouseRef-8 Expression Beadchip (Illumina Inc., San Diego, CA), incubated with streptavidin-Cy3 and scanned using the Illumina Beadstation GX, analyzing 18,139 gene transcripts. Four samples in each exosome group and 4 samples in each corresponding cell group were analyzed. Each sample consisted of exosomes or cells isolated from 1 culture flask, rendering results from 4 different culture flasks/experiments in each exosome or cell group. The data from the exosome microarray have the GSE40503 accession number in the gene expression omnibus (GEO) and the corresponding cell data have the GSE45207 accession number. The significant transcript can also be found in Vesiclepedia (29).

### Data analysis of gene expression microarrays

To detect exosome mRNA content, microarray data were analyzed using the gene expression module in Illumina Beadstudio software, version 3.3.7.

In each exosome group (control, TGF-β2- and PDGF-BB-treated), 4 samples were analyzed. Intensity data were normalized using the Beadstudio cubic spline algorithm. Detection p-value <0.01 was used to filter which gene transcripts that had significantly detected signals on the microarrays and therefore represented mRNA assignable to the exosomes.

In each corresponding cell group (control, TGF-β2- and PDGF-BB-treated), 4 samples were analyzed. Intensity data were also normalized using the Beadstudio cubic spline algorithm. Detection p-value <0.05 and a signal intensity >30 were used to filter which gene transcripts that had significantly detected signals on the microarrays and therefore represented mRNA assignable to the cells.

MetaCore™ (GeneGo Inc., USA) was used to find common transcriptional relations between the growth factor added to the cardiomyocytes and the transcripts found in the derived exosomes and this was done with a direct interaction network. Significant transcripts specifically found in the 2 exosome groups derived from growth factor stimulated cardiomyocytes were included in this analysis. These transcripts were not found in the control exosome group.

## Results

### Western blot

CD63 was recognized in exosomes of the control group as well as in the 2 treatment groups, but not in the cell suspension, indicating that exosomes had been successfully purified (Fig. 1). TSG101 was found both in the exosome samples and the cell suspension (Fig. 1). GRP78 was only found in the cell suspension and not in the exosome samples (Fig. 1), indicating no detectable contamination of apoptotic bodies. No sensitivity problems with antibodies used were apparent.

**Fig. 1:**
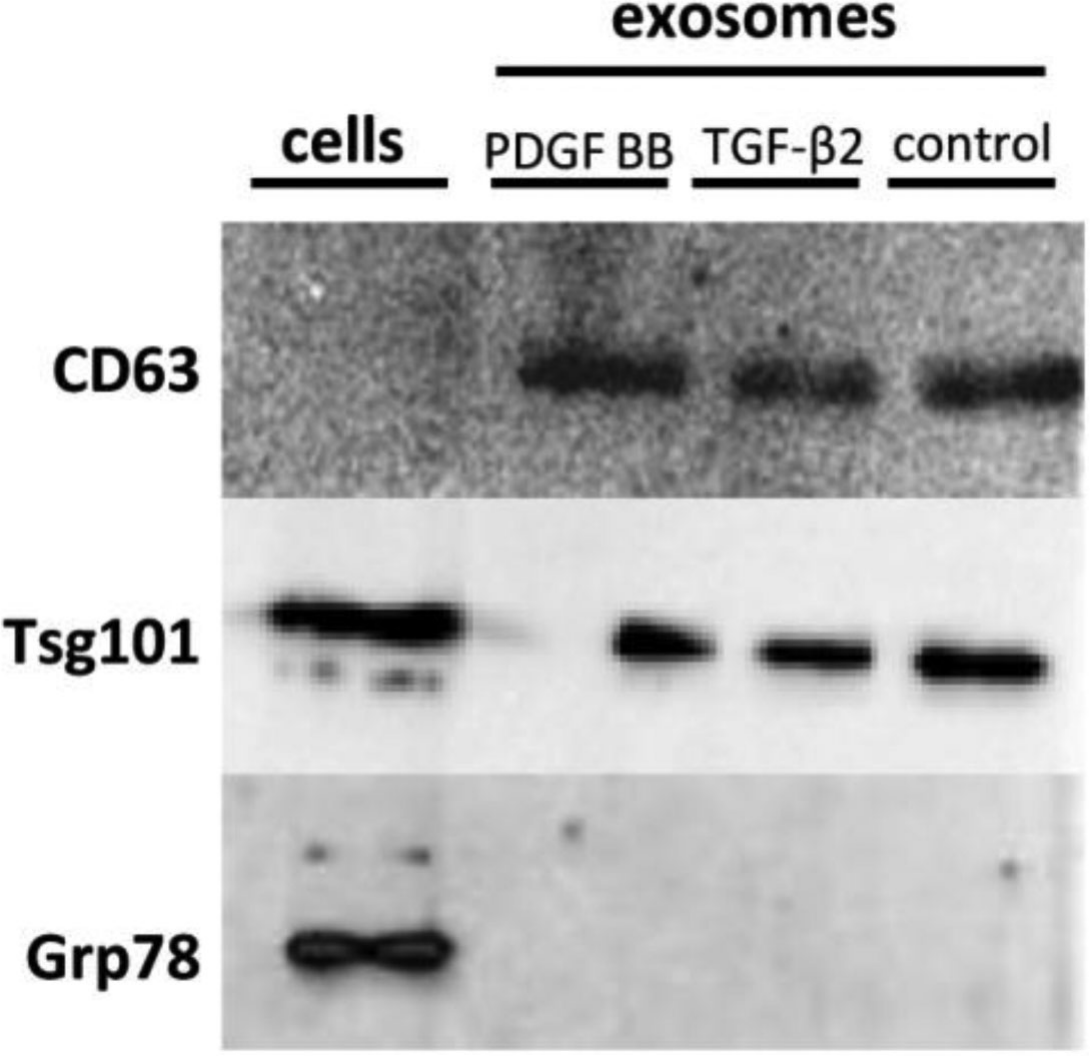
Western blots results. CD63 is present in all 3 of the exosome samples but not in the cell suspension, while Tsg101 is enriched in both the exosome samples and the cell suspension. Grp78 is only found in the cell suspension, indicating no detectable contamination of apoptotic bodies. These results demonstrate the authenticity of the exosome samples.

### Dynamic light scattering size analysis of the exosomes

The DLS measurement showed an average exosome size between 57 and 72 nm in diameter after 23 h incubation, with no intergroup differences (control and the 2 treatment groups) (Fig. 2). A peak corresponding to a diameter of approximately 1 nm was also seen in some samples (Fig. 2B and C). This is most likely a contamination of residual sucrose left after the sucrose gradient centrifugation. Larger elements, over 100 nm in size, were present (Fig. 2A–C). Such elements might be aggregates of exosomes also observed in the EM analysis.

**Fig. 2:**
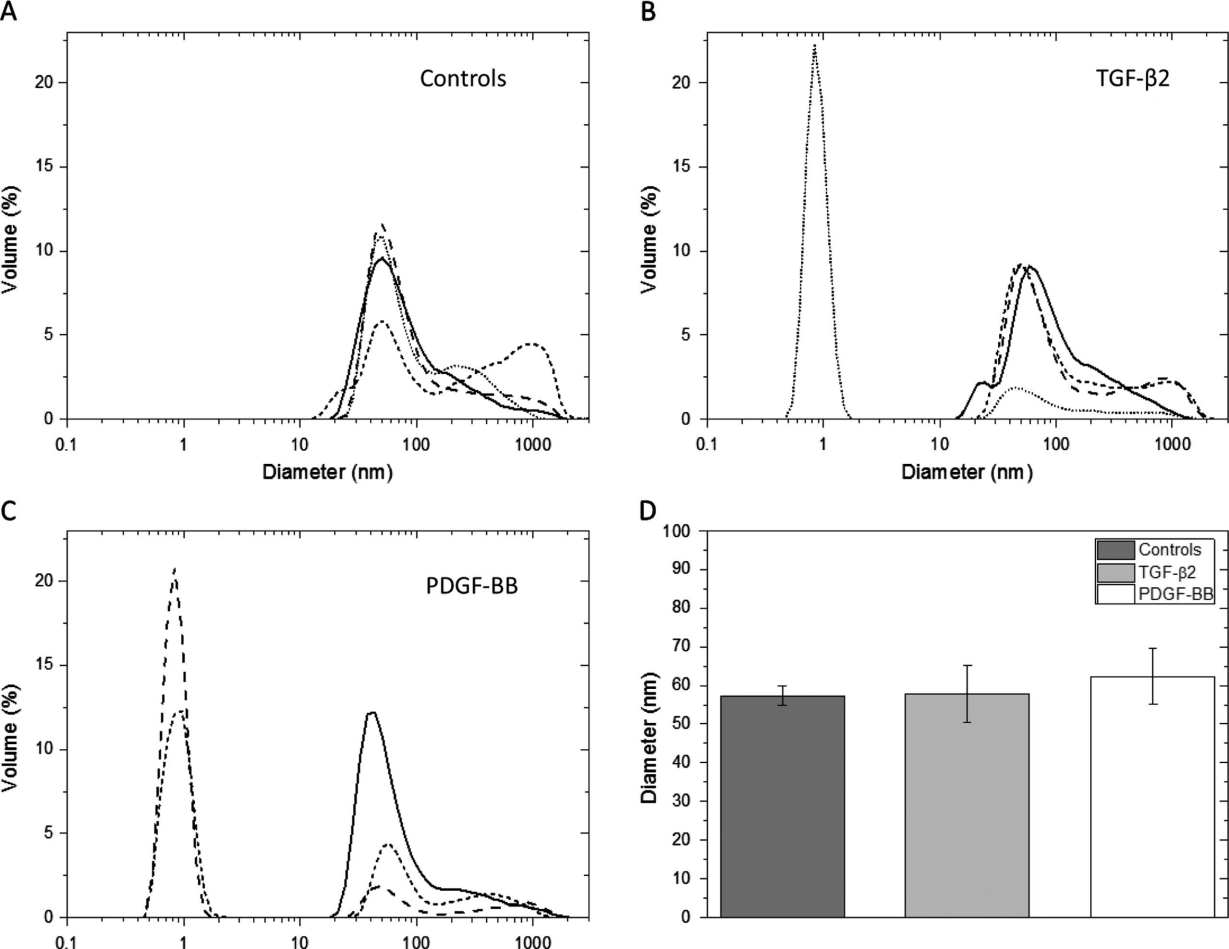
Dynamic light scattering, size determining results. DLS measurements of exosomes released from cells after 23 h incubation of controls (A), cells stimulated with TGF-β2 (B) and cells stimulated with PDGF-BB (C). The DLS showed an average size between 57.3, 57.8 and 62.3 nm for controls, TGF-β2- and PDGF-BB-treated samples, respectively (D). No significant intergroup differences are seen between the groups. A peak corresponding to a hydrodynamic radius of approximately 1 nm was seen in some samples (B and C), which is most likely a contamination of residual sucrose left after the sucrose gradient centrifugation. Larger elements, over 100 nm in size, were also observed (A–C). Such elements are probably aggregates of exosomes also present in the electron microscopy analysis.

### Electron microscopy

EM analysis of the isolated exosomes revealed the presence of vesicles with a characteristic rounded shape and with a diameter ranging from 40 to 90 nm (Fig. 3 A–C). No differences in size or appearance were found between the control exosomes and the exosomes derived from growth factor treated cardiomyocytes (Fig. 3A–C). All 3 exosome groups consisted of exosomes with varying electron densities. Large aggregates of exosomes were occasionally found.

**Fig. 3:**
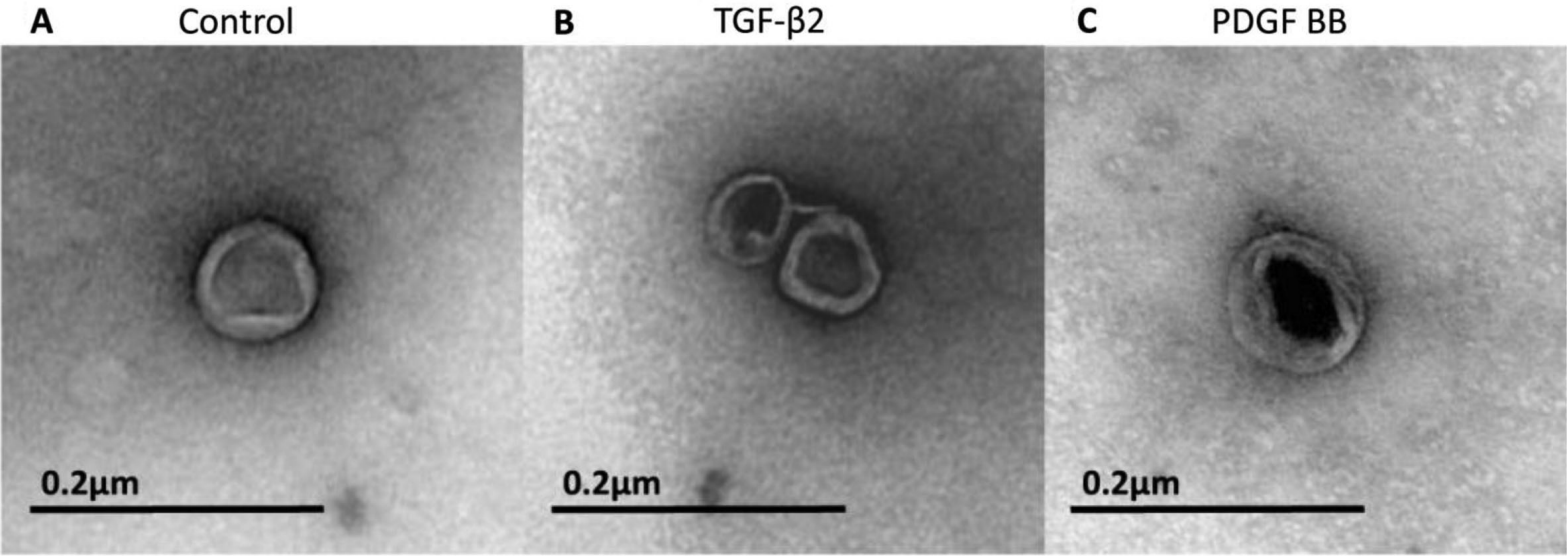
Electron microscopy of purified exosomes. The exosomes are rounded and surrounded by a lipid bilayer. They have a somewhat electron dense content displaying a similar size of approximately 50–90 nm in diameter in all 3 treatment groups. A) Example of an exosome in the control group. B) Example of 2 exosomes in the TGF-β2-treated group. C) Example of an exosome in the PDGF-BB-treated group. All 3 exosome groups contained exosomes with different densities. Shown in the figure are the best pictures of exosomes from each group that happened to be of different density, but this does not indicate that there were any differences between the groups when taking all exosomes into account.

### Microarray gene expression

The Bioanalyzer analysis showed no signs of ribosomal 18S or 28S peaks, indicating that the mRNA present has originated from the exosomes and not from cell suspension or debris. One sample was excluded from the PDGF-BB group since it was recognized as an outlier due to poor hybridization and labelling.

### Data analysis of gene expression microarrays

The gene transcripts with a detection p-value <0.01 (**) were defined as significant. However, for the transcript to be confirmed as present in the exosomes, the transcript also had to be found significant (detection p-value <0.05 and signal intensity >30) in the corresponding cell group. 

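RNA of the parental HL-1 cells, a line of atrial cardiomyocytes from the adult mouse, was hybridized to MouseRef-8 Expression Beadchips. The arrays analysed here are 4 of control cells, 4 of cells given TGF-β2 at 10 ng/mL and 3 of cells given PDGF-BB at 100 ng/mL, for 23 h, each from 1 culture flask. The paper's methods give 4 samples for each cell group, and its discussion reports 1 PDGF-BB cell sample as an outlier. The exosome arrays are not analysed here. The arrays lay on 2 chips, with control 1 and 2, TGF-β2 1 and 2 and PDGF-BB 1 on chip 1 and the others on chip 2. Each array held 25697 probes, of which 23978 had 1 gene symbol, and the median number of beads per probe was 34 to 38. Before normalization, the mean signal intensity ranged from 589 to 716 in the control group (median 673), from 528 to 846 in the TGF-β2-treated group (median 612) and from 451 to 670 in the PDGF-BB-treated group (median 659). A detection p-value under 0.05 was found for 11784 to 12353 probes per control array, 11401 to 12455 per TGF-β2 array and 11686 to 12186 per PDGF-BB array. The number of arrays limits the precision of every value. The authors deposited the non-normalized signal intensities with detection p-values, and signals that they normalized with the Beadstudio cubic spline algorithm. The thresholds of the paper's cell filter were applied to the authors' normalized signals and detection p-values. The paper's text does not name how many arrays of a cell group have to meet them, and here a transcript passed in a group when every array of the group had a detection p-value under 0.05 and a signal intensity above 30. A transcript is 1 probe of the array.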

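The transcripts that passed the cell filter covered the contractile, ribosomal and mitochondrial machinery of the cardiomyocytes in all 3 cell groups. Of 38 named genes of the sarcomere and calcium handling, 29 passed in all 3 groups. The atrial myosin light chain gene Myl7 had a normalized signal of 42630 ± 3500 (SD, n = 4) in control cells, 42650 ± 1848 (SD, n = 4) in TGF-β2-treated cells and 39890 ± 4577 (SD, n = 3) in PDGF-BB-treated cells. Of 64 ribosomal protein genes, 57 passed in all 3 groups, among them Rplp1, Rpl41, Rpl37 and Rps20. Of 80 genes of oxidative phosphorylation, 72 passed in all 3 groups, among them the ATP synthase genes Atp5b, Atp5g3 and Atp5j2 and the cytochrome c oxidase gene Cox8a. Of 41 genes of exosome biogenesis and the ESCRT complexes, which sort cargo into multivesicular bodies, 33 passed in all 3 groups, including Hspa8, Cd81, Vps28 and Flot2. Of markers of other cell types, 6 of 10 smooth muscle markers (with Acta2, Mylk, Myocd and Smtn the highest in signal), 2 of 19 fibroblast markers (Vim and Ddr2), 1 of 14 endothelial markers (Egfl7) and 0 of 13 leukocyte and macrophage markers passed in all 3 groups. Acta2 and Myocd are also on the list of fetal gene programme and hypertrophy markers, so they do not set smooth muscle apart from cardiomyocytes.
Nfat5, which encodes a transcription factor, is matched by 3 probes. ILMN_2612448 passed on all 11 arrays, at 738 ± 73.5 (SD, n = 4) in control cells, 737 ± 104 (SD, n = 4) in TGF-β2-treated cells and 730 ± 155 (SD, n = 3) in PDGF-BB-treated cells. ILMN_2735633 also passed on all 11 arrays, while ILMN_2732123 had a detection p-value under 0.05 on 2. Against control cells, the log2 fold change with TGF-β2 was -0.01 (95% interval -0.35 to 0.34) for the first of these probes and 0.26 (95% interval -0.20 to 0.73) for the second, and neither passed the test between groups (adjusted p = 1.00 for both, limma). Hdac5, which encodes a histone deacetylase, passed on all 11 arrays at each of its 3 probes. ILMN_3112922 read 1605 ± 163 (SD, n = 4) in control cells, 1432 ± 176 (SD, n = 4) in TGF-β2-treated cells and 1556 ± 89.6 (SD, n = 3) in PDGF-BB-treated cells. With TGF-β2, the log2 fold changes of the 3 Hdac5 probes were -0.17, -0.13 and -0.31, and none passed the test (adjusted p = 1.00 for each, limma). Between same-numbered control and TGF-β2 arrays, a comparison chosen after the values were seen, the Nfat5 probe ILMN_2735633 was higher with TGF-β2 in 4 of 4 pairs and the Hdac5 probe ILMN_3112922 lower in 4 of 4 (exact two-sided sign-flip permutation test, p = 0.125 for each, the smallest that 4 pairs allow). The Nfat5 probe ILMN_2612448 was higher in 2 of 4 pairs (p = 1.00 in the same exact test), and the other Hdac5 probes were each lower in 3 of 4 (p = 0.25 in the same exact test). In the limma fit of these pairs, the log2 fold changes were 0.26 (95% interval 0.02 to 0.51, adjusted p = 0.8293) and -0.17 (95% interval -0.43 to 0.10, adjusted p = 0.867), and neither passed. The control mean of the Hdac5 probe ILMN_1213290 rests in part on control array 2, which read 250.3 where the other control arrays read 129 to 132. Cd63 (3 probes), Tsg101, Hspa5 (which encodes GRP78), Gata4, Fos and Jun also passed on all 11 arrays.

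**Figure D1:**
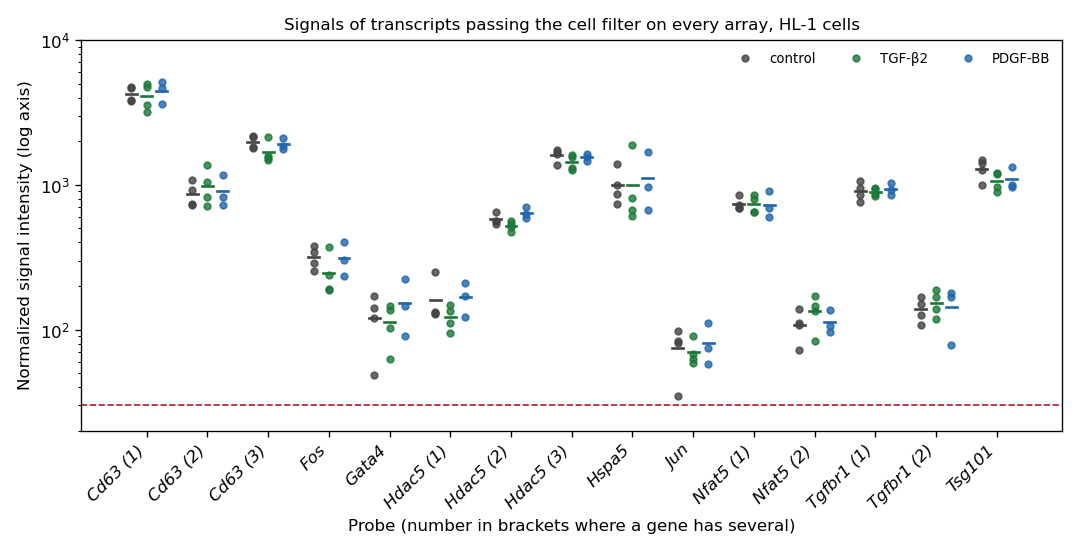
Normalized signal intensity (log axis) of the probes of genes named in the paper, and of the TGF-beta receptor gene Tgfbr1, that passed the cell filter on all 11 arrays. Points are arrays, 4 control, 4 TGF-β2 and 3 PDGF-BB, short lines are group means, and the dashed line is the signal threshold of 30. The lowest value plotted is a control array of Jun, at 34.6.

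The filter passed 10635 transcripts in control cells, 10423 in TGF-β2-treated cells and 10598 in PDGF-BB-treated cells. All 3 groups shared 9941 transcripts, which is 88.9% of the 11181 that passed in at least 1 group. Control and TGF-β2-treated cells alone shared 206 transcripts, control and PDGF-BB-treated cells 245, and TGF-β2- and PDGF-BB-treated cells 142. Transcripts passing in a single group numbered 243 for control, 134 for TGF-β2 and 270 for PDGF-BB, and of these 647 together 642 also passed on at least 1 array of another group. PDGF-BB had 3 arrays to pass and the other groups 4, and with 3 arrays of each group the median counts over the choices were 284.5, 183 and 198.5, so that PDGF-BB no longer had the highest. Without control array 2 the counts of control and TGF-β2 were 445 and 72, without TGF-β2 array 2 they were 138 and 314, and without PDGF-BB array 1 they were 94 and 76. The TGF-β2 count was 218 without TGF-β2 array 3 and 204 without TGF-β2 array 4, and the PDGF-BB count was 650, 426 and 482 without PDGF-BB array 1, 2 and 3. The paper uses this filter as a second requirement, so that a transcript counts as present in the exosomes of a group where the cells of that group hold it too.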

With these settings, 505 transcripts were found in all samples of the control group (n=4), 562 transcripts in all samples of the TGF-β2-treated group (n=4) and 300 in all samples of the PDGF-BB-treated group (n=3) (Supplemental Table 1). Of these transcripts, 217 were common for the 3 groups, 88 were unique for the control exosomes, 145 unique for the TGF-β2 exosomes and 39 unique for the PDGF-BB exosomes (Fig. 4, Supplemental Table 1). The control group and TGF-β2-treated group shared 178 transcripts, the TGF-β2-treated group and PDGF-BB-treated group shared 22 transcripts and the PDGF-BB-treated group and control group shared 22 transcripts (Fig. 4, Supplemental Table 1).

**Fig. 4:**
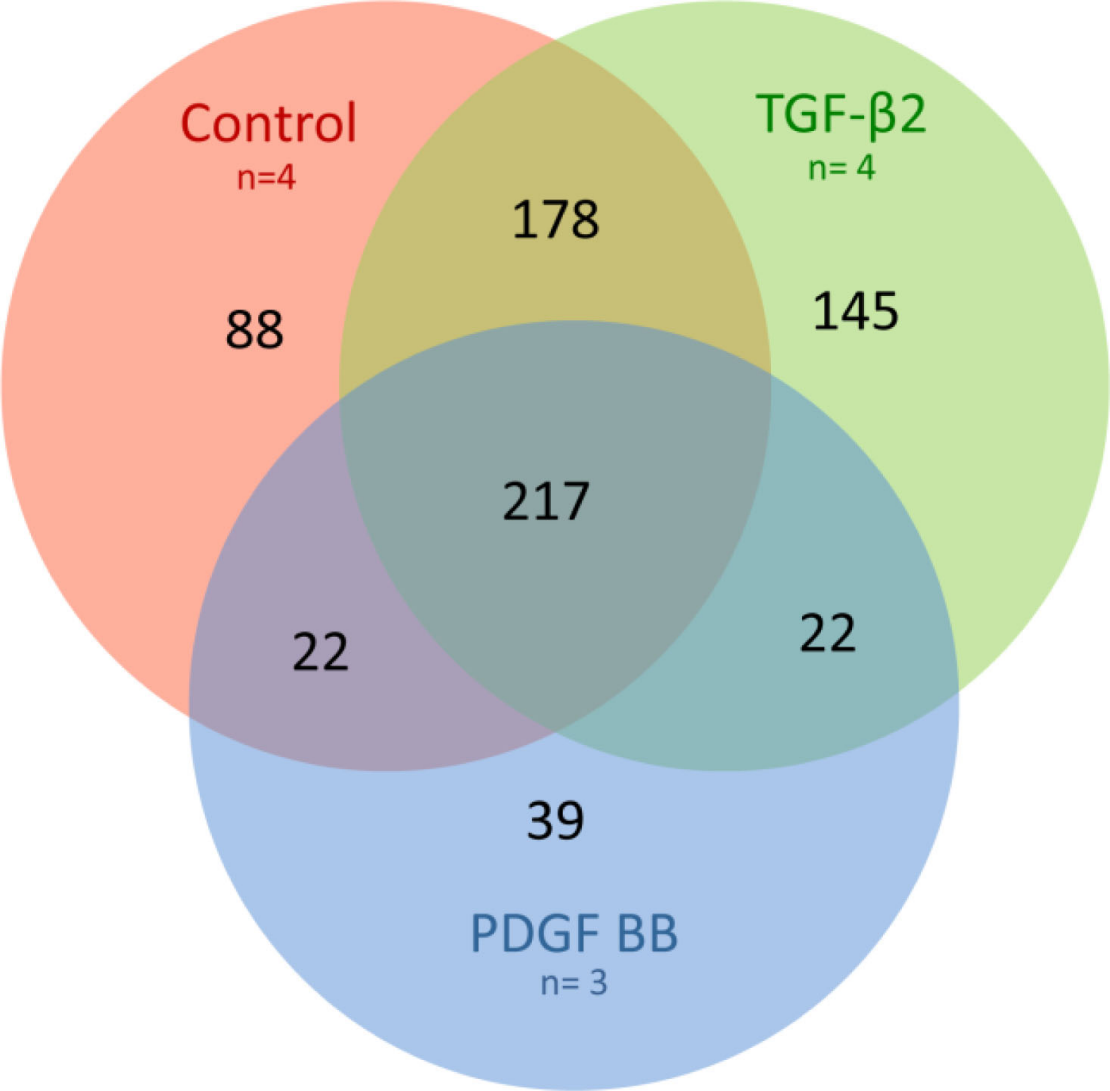
Venn diagram of microarray results. Overlapping circles demonstrating the number of gene transcripts in common, partially in common or unique to each specific exosome treatment group. Of the significant transcripts, 217 were common for all 3 treatment groups, 88 were unique for the control exosomes, 145 unique for the TGF-β2 exosomes and 39 unique for the PDGF-BB exosomes. The control group and TGF-β2-treated group shared 178 transcripts, the TGF-β2-treated group and PDGF-BB-treated group shared 22 transcripts and the PDGF-BB-treated group and control group shared 22 transcripts. Red circle: control exosomes, green circle: TGF-β2-derived exosomes and blue circle: PDGF-BB-derived exosomes.

Examples of unique transcripts in the TGF-β2-treated group were NFAT5 and HDAC5.

In the common group of transcripts, found in all 3 exosome treatment groups, about 13% were unknown loci, about 15% were ribosomal mRNAs and about 5% were connected to the energy supply system and the mitochondria.

The MetaCore direct interaction network analysis of transcripts specifically found in the exosomes derived from growth factor treated cardiomyocytes revealed that 61 (36.5%) of the transcripts found in the TGF-β2 exosomes and 29 (47.5%) of the transcripts found in the PDGF BB exosomes could be explained as a direct result of the added growth factor. A number of transcription factors were identified to possibly be responsible for the transcription of several of the transcripts specifically found in the exosomes derived from the growth factor stimulated cardiomyocytes (Fig. 5). In the TGF-β2-treated group octamer-binding transcription factor 3/4 (Oct-3/4), oestrogen receptor 1 (ESR1), activator protein 1 (AP-1), specificity protein 1 (SP1) and myc proto-oncogene protein (c-Myc) were most prominent (Fig. 5). In the PDGF-BB-treated group, E twenty-six (ETS)-like transcription factor 1 (Elk1), AP-1, SP1 and c-Myc were most prominent (Fig. 4).

**Fig. 5:**
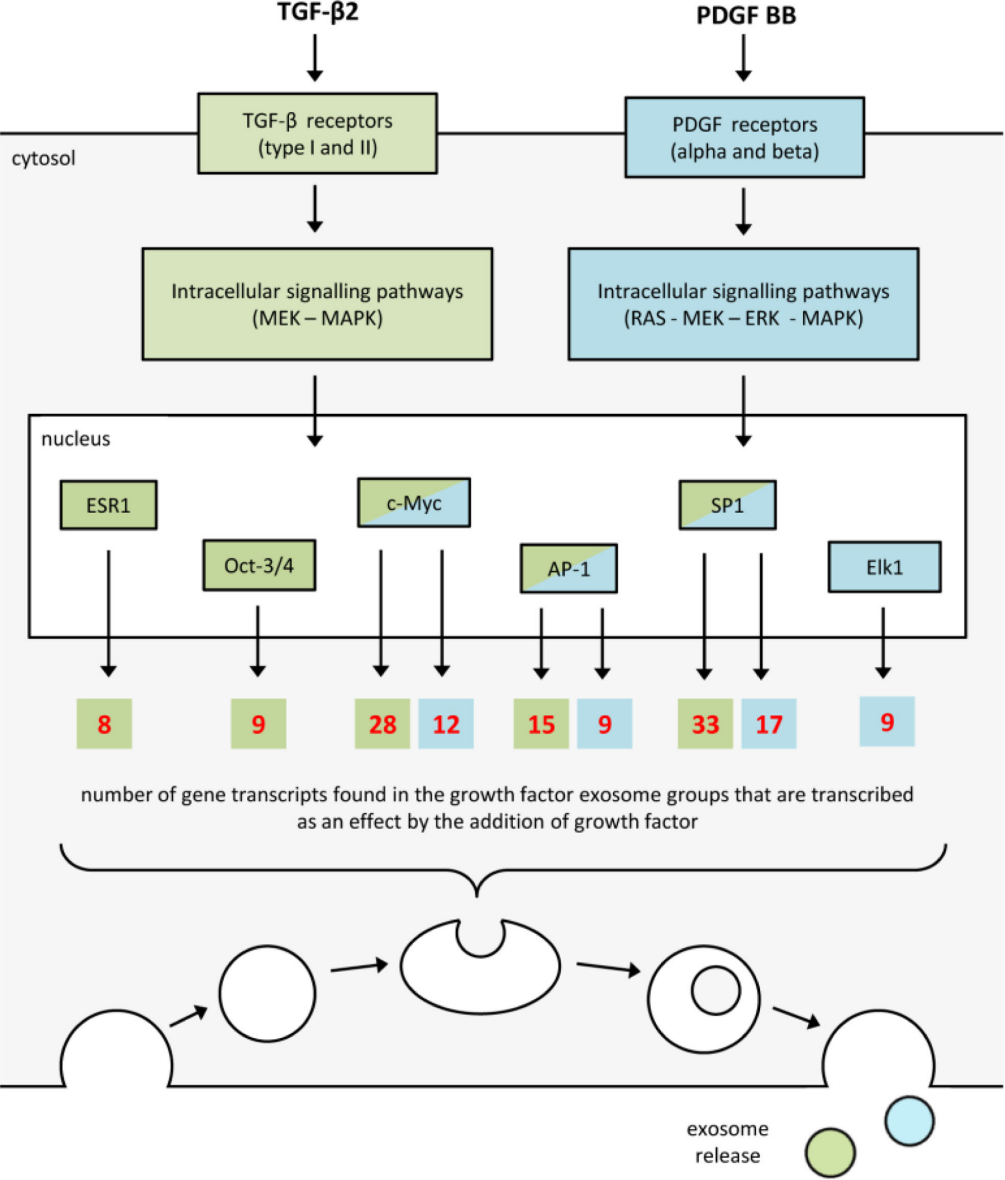
Growth factor signalling explaining the presence of transcripts in the growth-factor-derived exosomes. Analyzing all gene transcripts uniquely found in the growth factor groups with GeneGo MetaCore direct interaction network analysis indicated that the presence of 47.5% of the transcripts found in the TGF-β2-derived exosomes and 36.5% of the transcripts in the PDGF-BB-derived exosomes could be the result of a downstream transcription induced by the growth factor stimulation. Oct-3/4, octamer-binding transcription factor 3/4; ESR1, oestrogen receptor 1; AP-1, activator protein 1; SP1, specificity protein 1; c-Myc, myc proto-oncogene protein; Elk1, E twenty-six (ETS)-like transcription factor 1.

## Discussion

The main finding of the present study was the unequivocal response of cultured cardiomyocytes to the stimulation with 2 different growth factors in terms of transcriptional contents of secreted exosomes. Furthermore, different growth factors induce individual responses.

All gene expression analyses were performed on 4 different samples in each exosome treatment group. Although 1 PDGF-BB exosome sample was considered an outlier and was removed, the number of samples used strengthens the validity of the gene transcripts found in each exosome treatment group. The corresponding cell sample to the outlier in the PDGF-BB exosome group was also an outlier in the microarray analysis of the cellular transcripts.

In the common pool of transcripts, found in all 3 groups (TGF-β2-treated, PDGF-BB-treated and controls), almost 15% of the transcripts were ribosomal and 5% were connected to the energy supply system, which was also seen in our previous characterization study (7). This basic transcriptional package would include structural ribosomal mRNA as well as transcripts coding for proteins involved in the generation of energy in the target cell. One of the characteristics of cardiomyocytes is that they contain a large number of mitochondria, due to the high, constant energy demand. Another feature of the cardiomyocyte is the high turnover of proteins, which could explain the ribosomal mRNA content.

Apart from the common pool of 217 transcripts, there was a group of specific transcripts uniquely found in the control exosomes (88 transcripts), containing a variety of mRNAs with different functions and protein products. Together, these groups would represent the habitual cardiomyocyte state and include transcripts coding for proteins involved in intracellular transport, MAPK-signalling pathways and the nucleus.

The MetaCore direct interaction network analysis indicated that the presence of 36.5% of the transcripts found in the TGF-β2-derived exosomes and 47.5% of the transcripts in the PDGF-BB-derived exosomes could be the result of a downstream transcription induced by the growth factor stimulation.

In the specific group of transcripts for the TGF-β2 group (145 transcripts), nuclear factor of activated T-cells 5 (NFAT5) was found. NFAT5 is involved in cellular proliferation and NFAT5 mRNA expression is particularly high in proliferating cells (30). NFAT5 is a transcription factor that stimulates the expression of hypertrophic genes together with other transcription factors, such as GATA4 and activating protein-1 (31). This result indicates that TGF-β2 affects the exosome content in mediating both a proliferation and hypertrophy signal.

Furthermore, in the group of transcripts that were common for both growth factors (22 transcripts), histone deacetylase 5 (HDAC5) was found. HDAC5 is known to regulate the differentiation of mesodermal cells into cardiac muscle cells (32) but also as a transcriptional regulator repressing the expression of hypertrophic genes (33). This finding, of a signal of both an anti-hypertrophic and a differentiation nature, might indicate that proliferation and cardiac development are favoured before hypertrophic progression in the cell culture, since the cardiomyocytes are proliferating at a high rate in a cultured state.

## Conclusion

To conclude, cardiomyocytes-released exosomes contain a basic package of transcripts common for exosomes derived from unstimulated as well as growth factor stimulated cardiomyocytes. In addition, the growth factor treatment of the cardiomyocytes seems to alter the exosome transcriptional content, mediating signals for proliferation, development and hypertrophy. Accordingly, we conclude that there is a difference in exosomal content between control exosomes and exosomes derived from growth factor stimulated cardiomyocytes.

## References

[1] Keller S, Sanderson MP, Stoeck A, Altevogt P (2006). Exosomes: from biogenesis and secretion to biological function. Immunol Lett.

[2] Simons M, Raposo G (2009). Exosomes – vesicular carriers for intercellular communication. Curr Opin Cell Biol.

[3] Raposo G, Nijman HW, Stoorvogel W, Liejendekker R, Harding CV, Melief CJ (1996). B lymphocytes secrete antigen-presenting vesicles. J Exp Med.

[4] Babiker AA, Nilsson B, Ronquist G, Carlsson L, Ekdahl KN (2005). Transfer of functional prostasomal CD59 of metastatic prostatic cancer cell origin protects cells against complement attack. Prostate.

[5] Valadi H, Ekström K, Bossios A, Sjöstrand M, Lee JJ, Lötvall JO (2007). Exosome-mediated transfer of mRNAs and microRNAs is a novel mechanism of genetic exchange between cells. Nat Cell Biol.

[6] Ronquist GK, Larsson A, Ronquist G, Isaksson A, Hreinsson J, Carlsson L (2011). Prostasomal DNA characterization and transfer into human sperm. Mol Reprod Dev.

[7] Waldenstrom A, Gennebäck N, Hellman U, Ronquist G (2012). Cardiomyocyte microvesicles contain DNA/RNA and convey biological messages to target cells. PLoS One.

[8] Camussi G, Deregibus MC, Bruno S, Cantaluppi V, Biancone L (2010). Exosomes/microvesicles as a mechanism of cell-to-cell communication. Kidney Int.

[9] Blanchard N, Lankar D, Faure F, Regnault A, Dumont C, Raposo G (2002). TCR activation of human T cells induces the production of exosomes bearing the TCR/CD3/zeta complex. J Immunol.

[10] Koga K, Matsumoto K, Akiyoshi T, Kubo M, Yamanaka N, Tasaki A (2005). Purification, characterization and biological significance of tumor-derived exosomes. Anticancer Res.

[11] Llorente A, de Marco MC, Alonso MA (2004). Caveolin-1 and MAL are located on prostasomes secreted by the prostate cancer PC-3 cell line. J Cell Sci.

[12] Wolfers J, Lozier A, Raposo G, Regnault A, Théry C, Masurier C (2001). Tumor-derived exosomes are a source of shared tumor rejection antigens for CTL cross-priming. Nat Med.

[13] Skokos D, Le Panse S, Villa I, Rousselle JC, Peronet R, David B (2001). Mast cell-dependent B and T lymphocyte activation is mediated by the secretion of immunologically active exosomes. J Immunol.

[14] Ronquist G, Hedstrom M (1977). Restoration of detergent-inactivated adenosine triphosphatase activity of human prostatic fluid with concanavalin A. Biochim Biophys Acta.

[15] Faure J, Lachenal G, Court M, Hirrlinger J, Chatellard-Causse C, Blot B (2006). Exosomes are released by cultured cortical neurones. Mol Cell Neurosci.

[16] Gupta S, Knowlton AA (2007). HSP60 trafficking in adult cardiac myocytes: role of the exosomal pathway. Am J Physiol Heart Circ Physiol.

[17] Hellman U, Mörner S, Engström-Laurent A, Samuel JL, Waldenström A (2010). Temporal correlation between transcriptional changes and increased synthesis of hyaluronan in experimental cardiac hypertrophy. Genomics.

[18] Azhar M, Brown K, Gard C, Chen H, Rajan S, Elliott DA (2011). Transforming growth factor beta2 is required for valve remodeling during heart development. Dev Dyn.

[19] Singla DK, Sun B (2005). Transforming growth factor-beta2 enhances differentiation of cardiac myocytes from embryonic stem cells. Biochem Biophys Res Commun.

[20] Azhar M, Schultz Jel J, Grupp I, Dorn GW, Meneton P, Molin DG (2003). Transforming growth factor beta in cardiovascular development and function. Cytokine Growth Factor Rev.

[21] Parker TG, Packer SE, Schneider MD (1990). Peptide growth factors can provoke “fetal” contractile protein gene expression in rat cardiac myocytes. J Clin Invest.

[22] Romano F, Chiarenza C, Palombi F, Filippini A, Padula F, Ziparo E (2006). Platelet-derived growth factor-BB-induced hypertrophy of peritubular smooth muscle cells is mediated by activation of p38 MAP-kinase and of rho-kinase. J Cell Physiol.

[23] Romashkova JA, Makarov SS (1999). NF-kappaB is a target of AKT in anti-apoptotic PDGF signalling. Nature.

[24] Chintalgattu V, Ai D, Langley RR, Zhang J, Bankson JA, Shih TL (2010). Cardiomyocyte PDGFR-β signaling is an essential component of the mouse cardiac response to load-induced stress. J Clin Invest.

[25] Claycomb WC, Lanson NA, Stallworth BS, Egeland DB, Delcarpio JB, Bahinski A (1998). HL-1 cells: a cardiac muscle cell line that contracts and retains phenotypic characteristics of the adult cardiomyocyte. Proc Natl Acad Sci U S A.

[26] Mathivanan S, Simpson RJ (2009). ExoCarta: a compendium of exosomal proteins and RNA. Proteomics.

[27] Banhegyi G, Baumeister P, Benedetti A, Dong D, Fu Y, Lee AS (2007). Endoplasmic reticulum stress. Ann N Y Acad Sci.

[28] Miller JC, Miller JN (1993). Statistics for analytical chemistry.

[29] Kalra H, Simpson RJ, Ji H, Aikawa E, Altevogt P, Askenase P (2012). Vesiclepedia: a compendium for extracellular vesicles with continuous community annotation. PLoS Biol.

[30] Mak MC, Lam KM, Chan PK, Lau YB, Tang WH, Yeung PK (2011). Embryonic lethality in mice lacking the nuclear factor of activated T Cells 5 protein due to impaired cardiac development and function. Plos One.

[31] Rohinia A, Agrawal N, Koyani CN, Singh R (2010). Molecular targets and regulators of cardiachypertrophy. Pharmacol Res.

[32] Karamboulas C, Swedani A, Ward C, Al-Madhoun AS, Wilton S, Boisvenue S (2006). HDAC activity regulates entry of mesoderm cells into the cardiac muscle lineage. J Cell Sci.

[33] Backs J, Olson EN (2006). Control of cardiac growth by histone acetylation/deacetylation. Circ Res.

How the deposited data were processed for this re-analysis (not part of the article)

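Gene expression was measured in HL-1 cells with Illumina MouseRef-8 Expression Beadchips, on 4 arrays of control cells, 4 of TGF-β2-treated cells and 3 of PDGF-BB-treated cells. Each array came from 1 culture flask, so the flasks are the replicates. The exosome arrays, and a further PDGF-BB cell array that the methods imply, are not analysed here. Groups and replicate numbers were taken from the sample labels, which match the groups of the paper.

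The authors deposited, for each probe and array, a non-normalized signal intensity after background subtraction, a detection p-value and the number of beads. The paper states that the authors normalized the intensity data with the cubic spline algorithm of Beadstudio, version 3.3.7. The deposited processing notes name GenomeStudio, with no version. The deposited normalized signals are on a linear scale, have a median between 24.95 and 25.06 on every array, and rank the probes of each array as the non-normalized signals do (Spearman's rho of 1.0). The deposited detection p-values were used as they stand. The authors' bead numbers were used only to describe the arrays.

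The differences between groups were computed from the non-normalized signals with limma 3.58.1 in R 4.3.3. The function neqc corrected the background from the detection p-values, added an offset of 16, quantile-normalized the arrays and took log2. Probes with a detection p-value under 0.05 on at least 3 of the 11 arrays were tested, 12894 in all. A linear model with 1 mean per group was fitted to all 11 arrays with lmFit and eBayes, with no block, and p-values were adjusted with the method of Benjamini and Hochberg. Transcripts with an adjusted p under 0.05 were called higher or lower. The list tests, the other splits of the arrays and the pairing correlations were also computed in R. The cell filter and its groupings, Dixon's ratios and the sign-flip tests used Python 3.11.15 with pandas 2.3.3.

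Before the data were examined, 21 gene lists were fixed. They cover TGF-beta/SMAD target genes, extracellular matrix, growth factor immediate-early genes, cholesterol synthesis, the fetal gene programme, sarcomere and calcium handling, the cell cycle and its inhibitors, ribosomal proteins, oxidative phosphorylation, exosome biogenesis, endoplasmic reticulum chaperones and stress, interferon-stimulated genes, glycolysis and hypoxia, fatty acid oxidation, growth factor receptors and ligands, the genes the paper names, and markers of fibroblasts, smooth muscle, endothelium and leukocytes. Here and below, the genes the paper names include the TGF-beta receptor genes Tgfbr1 and Tgfbr2, which the paper's text does not name. Each gene entered with 1 probe, that of highest mean signal. The 19 lists with at least 5 tested genes were tested with camera at a preset correlation of 0.01 between genes, again with an estimated correlation, and with fry. Members were also adjusted over the list alone. The genes to be named in a comparison were the 10 transcripts of largest change in each direction among those called whose array values do not overlap between groups, the 4 members of each list of lowest adjusted p among those called, every gene the paper names, and for the cell filter the 5 probes and up to 4 members per list of highest mean signal. The 5 probes were those of Acta2, Tuba1b, Rplp1 and Atp5b and a probe with no gene symbol, ILMN_2516699.

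The cell filter took the paper's thresholds, a detection p-value under 0.05 and a signal above 30, and required them on every array of a group, a choice that the paper's text leaves open for the cells. Probes were named from the platform annotation, which gives 1 gene symbol for 23978 of the 25697 probes, several for 0 and none for 1719. The symbols of 23962 probes were updated through their Entrez identifiers, and the named probes cover 16593 symbols. The paper states 18139 gene transcripts for the array.

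The fit was tested on simulated arrays and on the real arrays with known changes added to 200 probes in each of 5 draws. On the real arrays, a change of 2-fold was called for 69.0% of these probes between TGF-β2-treated and control cells, 63.0% between PDGF-BB-treated and control cells and 58.1% between the treated groups. For a change of 3-fold the shares were 97.7%, 94.0% and 94.4%, and for 1.5-fold 0% in each comparison. The median standard error of a log2 fold change was 0.18, 0.20 and 0.20 in the same order. Among the unchanged probes of these draws, a mean of up to 13.8 was called. The shares called are for 200 probes changed together, and fewer changed probes, for which the adjustment is stricter, were not tried. Changes were also added in the fits with a block, a test chosen after the data were seen.

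The replicate numbers were checked for pairing through the correlation of same-numbered arrays in their deviations from the group means. Control and TGF-β2 arrays of the same number had correlations of 0.191, 0.400, 0.504 and 0.371, all above 0.1, and 4 of 4 control arrays were closest to the TGF-β2 array of their own number, as were 4 of 4 TGF-β2 arrays to the control array of theirs. By these correlations the numbers pair the arrays of both groups, but same-numbered arrays of these groups also lie side by side on 1 chip. Whether the flasks were paired cannot be told apart from this placement. The highest correlation between groups, 0.549, was of differently numbered arrays, control 2 and PDGF-BB 1. TGF-β2 array 1 had a correlation of 0.170 with control 2. For PDGF-BB the correlations with same-numbered controls were -0.138, -0.442 and 0.203. Those with control 1, 3 and 4, in the same set of chip positions (A to C or E to G), were -0.138, 0.243 and 0.053. Neither the numbers nor the placement therefore pair all PDGF-BB arrays.

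Alternatives covered normalization without background correction, the authors' normalized values with a floor of 16, an offset of 50, other detection filters, chip, replicate number or array position as a block, each chip alone, the 2 groups compared alone, a trended and robust variance, array weights, 1 probe per gene, leaving out each array, other thresholds of the cell filter, counting gene symbols, and 3 arrays per group. The replicate block on the control and TGF-β2 arrays alone was added after the data were seen.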

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

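No test of this part was chosen after its result was seen. In groups of 4 arrays, Dixon's ratio was computed for the arrays' overall measures and for the named probes that passed the cell filter on at least 6 of the 11 arrays. Of 182 such groups, 6 lay above the critical value at the 95% level, where chance alone gives about 9.1.

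In the TGF-β2-treated group, array 3 stood apart from the other 3 arrays at 3 probes. Hspa5, which encodes the chaperone GRP78, had a normalized signal of 1877 there, against 609.8 to 807 on the others, and array 3 of the control and PDGF-BB groups also had the highest Hspa5 signal of its group, at 1394 and 1682. Hsp90b1, another chaperone gene of the endoplasmic reticulum, had a signal of 6911 against 4467 to 4617. Cyp51, which encodes an enzyme of cholesterol synthesis, had a signal of 5664 against 4072 to 4303. Cdkn2c, a cell cycle inhibitor gene, had a signal of 4218 on TGF-β2 array 2, against 3566 to 3631 on the others. In the control group, Atp2a2, which encodes the calcium pump of the sarcoplasmic reticulum, had a signal of 29980 on array 4 against 25440 to 25920, and the Hdac5 probe ILMN_1213290 had a signal of 250.3 on array 2 against 129 to 132.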

How the results depend on the processing

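The replicate block on the control and TGF-β2 arrays alone was the only alternative chosen after the data were seen. The counts of called transcripts in limma stayed at 0 in every alternative and with each array left out (0 to 0), except with the authors' normalized values, where 1 transcript was higher with PDGF-BB than in control cells and 1 was lower with TGF-β2 than with PDGF-BB, and the cause was not tested. With the replicate block, 0 transcripts were called in each comparison, in all 11 arrays and in the control and TGF-β2 arrays alone, with 379 and 764 at an unadjusted p under 0.05 for TGF-β2 against control, and the 3 list calls of that comparison stayed under 0.05, whereas the block by array position, which groups the control and TGF-β2 arrays alike and the PDGF-BB arrays otherwise, ended all 3 (0.0626, 0.0897 and 0.0803). Without a block, each of the 3 had an adjusted p = 0.792 with an estimated correlation. In the comparisons with PDGF-BB, whose numbers do not pair, the block added calls for ribosomal proteins (adjusted p = 0.0100 against control and 0.0137 between the treated groups) and the cell cycle (adjusted p = 0.0198 between the treated groups, and up to 0.771 over the alternatives). Without a block, ribosomal proteins had an adjusted p = 0.792 and an adjusted p = 0.851 with an estimated correlation in these comparisons, and the cell cycle had an adjusted p = 0.632 with an estimated correlation. The list of endoplasmic reticulum chaperones reversed in TGF-β2 against control on chip 2 alone (camera, up, adjusted p = 0.926), and the cause was not tested. Over all lists and alternatives, fry among them, 65 values lost a call, 13 gained one and 1476 kept their side of the threshold. The genes the paper names had an adjusted p of 0.380 or more in every alternative. Fits on chip 1 alone hold 1 PDGF-BB array, assumed to vary like the other groups.

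Of the cell filter, the counts per group and for all 3 groups stayed within 1.5 times under every alternative, and were 12231, 12126, 11828 and 11348 with at least 2 arrays and 13829, 13792, 13472 and 12338 with at least 1 array. With each array left out they ranged from 10635 to 10994 in control, 10423 to 10927 in TGF-β2, 10598 to 11350 in PDGF-BB and 9951 to 10106 in all 3 groups. The single-group counts moved more. Control alone gave 117 with a signal above 100, 375 when at least 2 arrays of a group had to pass, 687 with at least 1 array, 133 gene symbols, and 94 to 445 with each array left out. TGF-β2 alone gave 302, 685 and 70 for at least 2 arrays, at least 1 array and gene symbols, and 72 to 314 with each array left out. PDGF-BB alone gave 174 with a detection p under 0.01, and 155, 505 and 170 for a signal above 100, at least 1 array and gene symbols, and 197 to 650 with each array left out. Counting symbols leaves fewer units, and the other causes were not tested. Of the 6 probes of Nfat5 and Hdac5, 5 passed on all arrays, also with each array left out (5 to 5), 3 with a signal above 100, and both genes (2) when symbols were counted. With 3 arrays of each group, the median counts over the choices were 284.5, 183 and 198.5 for control, TGF-β2 and PDGF-BB alone. Transcripts of a single group had a median signal of 52.5 to 57.4 in that group, where those of all 3 groups had 508, and without a signal minimum the single-group counts were 252, 140 and 261.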

Differences from the paper's values

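The comparison of receptor probes was chosen after their values were seen. The paper's introduction states that cardiomyocytes express receptor types that bind PDGF-BB. In these HL-1 cells, the probes of Pdgfra and Pdgfrb had a detection p-value under 0.05 on 0 of 11 arrays, the lowest being 0.460 and 0.381. Of the TGF-beta receptor genes, Tgfbr2 was detected on 0 arrays at both of its probes, with a lowest detection p-value of 0.192. Tgfbr1 passed the cell filter on all 11 arrays at 2 of its 4 probes, while its other 2 probes were detected on 0, so that an undetected probe leaves the presence of a transcript open.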

Other observations

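The tests of array blocks, receptor probes and genes varying together as explanations, the fit of the control and TGF-β2 arrays alone with a replicate block, the changes added to fits with a block and the groupings that part every pair were chosen after results were seen, while the other fits with a block and the estimated correlation were planned. No transcript was called between the cell groups. TGF-β2 against control had 0 higher and 0 lower of 12894 transcripts in limma, with 140 higher and 121 lower at an unadjusted p under 0.05. PDGF-BB against control also had 0 and 0, with 168 and 244, and TGF-β2 against PDGF-BB had 0 and 0, with 476 and 186. These totals of 261, 412 and 662 were 2.02%, 3.20% and 5.13% of the tested transcripts, where unchanged groups give a share of 0.05 on average. They were 418, 883 and 935 with chip as a block (3.24%, 6.85% and 7.25%). With array position as a block they were 515, 1127 and 1085 (3.99%, 8.74% and 8.41%). With array weights they were 756, 951 and 1227, with 367 higher and 389 lower, 402 and 549, and 670 and 557. For TGF-β2 against control the total was 636 without TGF-β2 array 3, and for TGF-β2 against PDGF-BB it was 429 without PDGF-BB array 1. For PDGF-BB against control it was 750 without control array 2, 262 without control array 3, 233 without PDGF-BB array 1 and 689 without PDGF-BB array 2. A log2 fold change of at least 1 in either direction was found for 1, 15 and 59 transcripts in these comparisons. With the authors' normalized values, Orc2, which encodes a subunit of the origin recognition complex, was higher with PDGF-BB than in control cells (log2 fold change 1.24, adjusted p = 0.0101, limma) and lower with TGF-β2 than with PDGF-BB (log2 fold change -1.31, adjusted p = 0.00556, limma). From the non-normalized signals, the same Orc2 probe had log2 fold changes of 0.74 (adjusted p = 0.939, limma) and -0.73 (adjusted p = 0.669, limma), and it was chosen after its values were seen. Of 16 tested TGF-beta/SMAD target genes, 10 lay above and 6 below 0 with TGF-β2 against control, and the list did not pass (camera, adjusted p = 0.429, or adjusted p = 0.792 with an estimated correlation).

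With PDGF-BB against control, 57 of 75 genes of oxidative phosphorylation lay below 0, with a median log2 fold change of -0.08 (camera, adjusted p = 0.00106, or adjusted p = 0.792 with an estimated correlation). The adjusted p was 0.00201 with chip as a block, 0.0312 with array position as a block, 0.0723 on chip 1 alone and 0.0124 on chip 2 alone, and over 26 alternatives in camera it ranged from 2.54e-05 to 0.792, with 23 under 0.05. Cox6b2 and Cox6c, genes of cytochrome c oxidase chosen after their values were seen, had log2 fold changes of -0.73 and -0.75, and neither passed singly (adjusted p = 1.00 for both, limma). The list lay higher with TGF-β2 than with PDGF-BB (46 of 75 genes above 0, adjusted p = 0.0220, or adjusted p = 0.632 with an estimated correlation), with 0.0222 with chip as a block, 0.113 with array position as a block, where the call was lost, 0.0806 and 0.428 on chips 1 and 2 alone and a range of 0.00328 to 0.747 over the alternatives. This call was lost without TGF-β2 array 2 (0.345) or 3 (0.145) and without PDGF-BB array 1 (0.148) or 2 (0.136).

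With TGF-β2 against control, 3 lists lay lower in camera, and each had an adjusted p = 0.792 with an estimated correlation. They were cholesterol synthesis (13 of 18 genes below 0, adjusted p = 0.0166), endoplasmic reticulum chaperones and stress (18 of 25, adjusted p = 0.0307) and glycolysis and hypoxia (21 of 30, adjusted p = 0.0423). With chip as a block the adjusted p was 0.0201, 0.0442 and 0.0442, and with array position as a block each call was lost (0.0626, 0.0897 and 0.0803). On chip 1 alone it was 0.123, 3.09e-06 and 0.123, and on chip 2 alone 0.150, 0.926 with the direction reversed, and 0.150. Each of these calls was lost without control array 3 (0.0628 for each), without TGF-β2 array 1 (0.157 for each), without TGF-β2 array 2 (0.0666, 0.261 and 0.160) and without TGF-β2 array 4 (0.240, 0.240 and 0.341). Without control array 4, cholesterol synthesis had 0.179 and glycolysis 0.393, without control array 2 chaperones and glycolysis each had 0.125, and without control array 1 chaperones had 0.0811. Without TGF-β2 array 3 the values were 0.000167, 0.000167 and 0.00391, and on that array the chaperone genes Hspa5 and Hsp90b1 and the cholesterol synthesis gene Cyp51 had signals of 1877, 6911 and 5664, above the 807, 4617 and 4303 that the other TGF-β2 arrays reached. Over the alternatives, the camera values ranged from 0.000167 to 0.792, from 3.09e-06 to 0.926 and from 0.00391 to 0.792. Of 27 alternatives in camera, 18, 16 and 13 were under 0.05 for cholesterol synthesis, chaperones and glycolysis. Adjusted over the list alone, 1 gene was lower, Bnip3 (log2 fold change -0.77, adjusted p = 0.0103 over the list in limma). This gene, chosen after its values were seen, is induced by hypoxia and encodes a mitochondrial protein. It did not pass over all 12894 tested transcripts, where the smallest adjusted p of this comparison was 0.9999 in limma. The adjustment over a list was made for each list in each comparison, with no correction for their number.

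Between the treated groups, chaperones and glycolysis lay lower with TGF-β2 than with PDGF-BB (23 of 25 and 25 of 30 genes below 0, camera, adjusted p = 0.000593 for each, or adjusted p = 0.603 with an estimated correlation). With chip as a block both had 0.00255, with array position as a block 0.0118, on chip 1 alone 1.62e-07 and 2.73e-06, and on chip 2 alone 0.910 and 0.759. Without PDGF-BB array 1 each had 0.148, and without PDGF-BB array 3 chaperones had 0.0733. Of all arrays, PDGF-BB array 1 had the lowest mean signal before normalization (451) and the lowest median correlation between arrays (0.971). Smooth muscle markers lay higher with TGF-β2 (5 of 7 genes above 0, adjusted p = 0.00582, or adjusted p = 0.234 with an estimated correlation), with 0.0117 with chip as a block, 0.0118 with array position as a block, 0.00214 and 0.213 on chips 1 and 2 alone and 0.148 without PDGF-BB array 1. Over their alternatives these lists ranged from 8.71e-08 to 0.910, from 5.02e-07 to 0.759 and from 0.00189 to 0.234 in camera. Adjusted over the list alone, Myocd, a coactivator gene of smooth and cardiac muscle, Mylk, a myosin light chain kinase gene, and Synm, an intermediate filament gene, were higher (log2 fold changes 0.79, 0.70 and 1.13, adjusted p = 0.0496 over the list for each in limma), as was Mmp14 of the extracellular matrix list (log2 fold change 0.59, adjusted p = 0.0402 over the list in limma). These genes were chosen after their values were seen. None passed over all tested transcripts, where the smallest adjusted p of this comparison was 0.513 in limma.

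With all arrays and no block, the other lists did not pass in any comparison. Their lowest adjusted p in camera was 0.699 for extracellular matrix, 0.531 for growth factor immediate-early genes, 0.241 for the fetal gene programme, 0.272 for sarcomere and calcium handling, 0.153 for the cell cycle, 0.726 for its inhibitors, 0.125 for ribosomal proteins, 0.531 for exosome biogenesis, 0.726 for interferon-stimulated genes, 0.726 for fatty acid oxidation, 0.670 for endothelial markers, 0.726 for receptors and ligands and 0.724 for the genes the paper names. Fibroblast and leukocyte markers had 2 and 1 tested genes and were not tested. Fry, which tests for a change and not against other genes, passed 0 of 57 lists and comparisons, with 1 at an unadjusted p under 0.05 and a smallest adjusted p = 0.496, and 0 for changes in either direction, with 0 at an unadjusted p under 0.05 and a smallest adjusted p = 0.784.

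Some lists passed camera only under an alternative. Against control, ribosomal proteins lay lower with PDGF-BB without control array 4 (adjusted p = 0.00974, where all arrays gave 0.140 and the alternatives up to 0.792), and sarcomere and calcium handling lay lower on chip 2 alone (adjusted p = 0.0240, where all arrays gave 0.272 and the alternatives up to 0.924). Chaperones and glycolysis lay higher with PDGF-BB without PDGF-BB array 2 (adjusted p = 0.00147 for each, where all arrays gave 0.282 and 0.272 and the alternatives up to 0.931 and 0.924), and glycolysis on chip 1 alone (0.00579). With all arrays, each of these lists against control had an adjusted p = 0.792 with an estimated correlation. Between the treated groups, ribosomal proteins lay higher with TGF-β2 without TGF-β2 array 1 (adjusted p = 0.0268) or 4 (0.0285), where all arrays gave 0.125, or adjusted p = 0.851 with an estimated correlation, and the alternatives up to 0.870. Cholesterol synthesis lay lower with array weights (adjusted p = 0.00952) and without TGF-β2 array 3 (0.0161), where all arrays gave 0.416 and the alternatives up to 0.995, and growth factor immediate-early genes lay lower on chip 1 alone (adjusted p = 0.0329, where all arrays gave 0.531 and the alternatives up to 0.995). With all arrays, both had an adjusted p = 0.883 with an estimated correlation.

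Of the transcription factors that the paper's network analysis names, the probes of Pou5f1 (Oct-3/4) and Esr1 had a detection p-value under 0.05 on 0 of 11 arrays. The lowest were 0.0514 for Pou5f1, close to the threshold, and 0.100 for Esr1. As for the receptor probes, an undetected probe leaves the presence of a transcript open. The most often detected probes of Myc and Sp1 were detected on 3 arrays each, and no probe is named Elk1. Fos and Jun, which encode subunits of AP-1, passed the cell filter on all 11 arrays. Of the transcripts that passed in all 3 cell groups, 0.69% were of the listed ribosomal proteins and 0.90% of oxidative phosphorylation, as probes. These lists held only 82 and 100 probes, of which 69 and 89 passed, so the lists bound the shares. The shares are therefore not comparable with the ribosomal and energy shares that the paper reports for exosomes.

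Both growth factor groups were compared with the same control arrays. The overlap of calls was 0, with 0 calls on either side. The fold changes of both comparisons had a correlation of 0.305 across transcripts, which are not independent replicates, where unchanged groups simulated against these controls gave 0.463 over 100 simulations. With the controls split between the comparisons, the mean correlation over 6 splits was -0.131. The covariance was 0.0125, with 0.0210 simulated and -0.00945 with split controls.

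Transcripts passing the cell filter in a single group numbered 647 in all. Chance cannot be excluded, since 4684 of the 5775 groupings of the 11 arrays gave a total as large, the real one included, the others up to 881. These groupings do not keep the pairing of control and TGF-β2 arrays, and the 8 that keep the PDGF-BB arrays and part every pair, where the others reached 657, are too few for a share under 0.05. A candidate explanation is values near the thresholds of the filter, as 99.2% of these transcripts passed on at least 1 array of another group. Dropping the signal minimum alone kept the counts of control, TGF-β2 and PDGF-BB within 1.5 times (252, 140 and 261). That does not test the explanation, since the signal minimum removed few transcripts. All transcripts passing went from 10635 to 10651 in control and from 10423 to 10445 in TGF-β2 without it, and stayed at 10598 in PDGF-BB. A response to the growth factors stays open as an untested biological explanation for single transcripts.

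For the absence of calls against control, differences between chips or replicates stay open, since the fits with these as a block called 0 transcripts but gave more transcripts at an unadjusted p under 0.05, and called 52.3% to 80% of added 2-fold changes. With a block and all 11 arrays, the share at an unadjusted p under 0.05 was 2.94% to 3.99% for TGF-β2 and 6.41% to 8.74% for PDGF-BB. Those of TGF-β2 lay under the share of 0.05 that unchanged groups give on average. With the replicate block on the control and TGF-β2 arrays alone, the share was 5.93%, above it. Limited precision stays open for 2-fold and smaller changes. With 200 probes changed together, the lower share of added 2-fold changes called was 63.0%. Under 20% would have pointed to precision and 80% or more against it, and no added 1.5-fold change was called. Receptor transcripts below detection stay open too: the probes of Pdgfra, Pdgfrb and Tgfbr2 were detected on 0 arrays, but 2 of 4 Tgfbr1 probes were also undetected while the others passed on all 11 arrays, so undetected probes do not show absent transcripts. A small response of the cells at 23 h stays open as an untested biological explanation.

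Chance cannot be excluded for the numbers of transcripts at an unadjusted p under 0.05, since, with the real split counted in, 28 of 35 splits of the arrays gave as many for TGF-β2 against control (261, the others up to 2037), 19 of 35 for PDGF-BB against control (412, up to 2001) and 17 of 35 for TGF-β2 against PDGF-BB (662, up to 2487). The last of these highest splits is a split by chip, which called 16 transcripts and points to a structure of the arrays, and with chip as a block TGF-β2 against PDGF-BB had 0 called and 935 at an unadjusted p under 0.05 in limma. A split of the control and TGF-β2 arrays by chip gave 1490, where the fit with chip as a block had 418. Of the 8 splits that part all 4 same-numbered pairs of control and TGF-β2 arrays, 2 gave at least 261, the real one included, up to 325, and 8 are too few for a share under 0.05. The 27 splits that keep a pair together gave a median of 598, against 189 for the 8.

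Whether the list shifts come from genes of a list varying together stays open. With the correlation estimated from the arrays, 0 of the 8 calls passed. That loss cannot decide it, since camera then also tests with the 8 residual degrees of freedom of the arrays. With a preset correlation it uses far more. Lists with an estimated correlation near or below the preset 0.01 also rose in adjusted p. Smooth muscle markers between the treated groups, at 0.0212, went from 0.00582 to 0.234 in camera. TGF-beta/SMAD target genes in TGF-β2 against control, at -0.0237, went from 0.429 to 0.792. Chaperones, cholesterol synthesis, glycolysis and oxidative phosphorylation had estimated correlations of 0.2535, 0.209, 0.208 and 0.0741. Chance cannot be excluded for the number of list calls either: with the real split counted in, as many lists passed in 8 of 35 splits for TGF-β2 against control (3 lists, the others up to 6), 20 of 35 for PDGF-BB against control (1 list, up to 7) and 7 of 35 for TGF-β2 against PDGF-BB (4 lists, up to 7). Of the 8 splits that part all 4 pairs of control and TGF-β2 arrays, which are too few for a share under 0.05, 3 passed at least 3 lists, the real one included, up to 3. An effect of the growth factors on these pathways stays open as a hypothesis that these arrays did not decide.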
